A study of Sus scrofa with 12 samples.

How the data were processed

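RNA of porcine oviduct epithelial cells was measured by 3′ mRNA sequencing in 12 libraries from 3 groups of 4. Cells scraped from the oviduct and lysed as single cells are called fresh cells here. Spheroids, which are cells grouped into 3-dimensional clusters in culture, were formed in DMEM/F12 or in a medium that the labels call incubation medium, and the labels give the composition of neither. The library names carry FBS for the DMEM/F12 spheroids and Diff for the others, without explaining either. Per the labels' protocols, cells were lysed and kept in DNA/RNA Shield, polyadenylated RNA was primed with oligo-dT, and the cDNA was tagmented, given unique dual indices and amplified by PCR. The labels state no aligner, read counter, genome build, filter or use of molecular identifiers.

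The authors deposited an expected count per gene and library, per the file headers and the values. In each library 19.1 to 20.5% of the nonzero counts were not whole numbers, most of them simple fractions, so single reads had been shared between features. The authors also deposited CPM, per the file headers, and each value equalled the count divided by the library's total to within 5e-06. The design had assumed raw counts, so the expected counts were rounded to whole numbers before every count model. The table held 30553 rows, of which 30461 were genes and 92 were synthetic spike-in sequences. A symbol was given for 13259 gene rows and was missing for 17202 (56.5%), and 99 symbols stood on more than 1 row. The gene rows carried no coordinates, and 0 of their identifiers matched the available pig gene tables, so names come from the deposited table and no positions are given. No row carried the symbol of a mitochondrial protein gene (0 found), so the mitochondrial share of counts, which had been in the design, was not analysed here. Spike-in rows were left out of library sizes and tests; they held at most 0.00061% of the counts of a library.

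Total counts per library ranged from 5045218 to 8603809. The floor was 3 counts, the upper limit that a count of 0 allows. A gene whose libraries were all at or under the floor in 1 group is given only as a bound, computed against the floor. Confidence intervals (Wilson, 95%) and floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules.

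Gene tests used edgeR 4.0.16 in R 4.3.3: filterByExpr by group, TMM scaling, and quasi-likelihood F-tests in 1 fit of all 12 libraries with a mean per group. P-values were adjusted by the Benjamini-Hochberg method over the 14070 genes tested, and a gene is called where its adjusted p was under 0.05. Of the tested genes, 9142 had a symbol and 57.8% had a count that was not whole in at least 1 library; together they held 99.81% of the gene counts. The biological coefficient of variation was 0.146. CPM values of genes printed here were computed with TMM-scaled library sizes and therefore differ from the deposited CPM. Those of the spike-in sequences are counts over library totals, without TMM scaling. Log2 CPM used a prior count of 2. All 3 comparisons come from this fit, which gives each gene 1 dispersion.

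The separation of groups was measured as the mean Euclidean distance between groups minus that within groups, over the 500 most variable tested genes, with a two-sided exact permutation test over the 35 splits of 8 libraries (smallest possible p 0.0286). The same exact test was used for library properties. A set of 13 marker lists was tested with camera (limma 3.58.1, preset correlation 0.01), adjusted over the 39 tests of lists and comparisons. The lists covered multiciliated cells, the multiciliogenesis programme, oviduct secretory cells, epithelial junctions and keratins, stroma and smooth muscle, leukocytes, endothelium, proliferation, hypoxia and glycolysis, cholesterol synthesis, immediate early and heat shock genes, amino acid and unfolded protein stress, and the interferon response. No gene was on more than 1 of the lists. A further 5 lists, drawn up after the comparisons had been seen, served hypotheses: heat shock factor targets, and the responses to retinoids, to fatty acids and PPAR, to glucocorticoids, and to serum and actin.

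The named genes followed a rule: a symbol, an adjusted p under 0.05, a mean CPM of at least 20 over the 8 libraries compared and no overlap between the groups, with the 5 largest changes upward and the 5 largest downward in each comparison. Added to them were 10 fixed genes (OVGP1, PAX8, FOXJ1, EPCAM, ESR1, PGR, MKI67, COL1A1, PTPRC and HMGCS1) and up to 4 members of a list in order of mean CPM. Of the fixed genes, 8 were tested; PAX8 and MKI67 were not analysed here because no tested row carried their symbols. The groups, the tests of the comparisons, the 13 marker lists, the fixed genes, the naming rule and most alternatives were set before the data were examined.

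On simulated data with the means and library sizes of these libraries (14070 genes, 200 of them changed), the same steps recovered 86% of the changed genes and 92.8% of those changed 4-fold, and 6.52% of the calls were false. In the simulated comparison without changes 0 genes were called, against 661 at an unadjusted p under 0.05, and 0 of 12 random lists were called. The simulated genes were independent of each other, so the random lists do not test the preset correlation of camera. Far fewer genes were changed than were called against fresh cells, so the share of false calls was not measured in that setting.

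The sample titles number the libraries from 1 to 4 in each group. Deviations from the group means correlated between same-numbered libraries of different groups at 0.218 to 0.58 (median 0.3, 12 of 12 pairs over 0.1) and between other libraries at -0.364 to 0.041 (36 pairs), over genes with a mean count of at least 20. Recomputed over all tested genes with TMM scaling, the mean of the same-number correlations was 0.32, the highest of the 576 ways to match the numbers. The numbers were therefore taken to pair the libraries; the pairing comes from the titles and these values, and no label says what a number stands for. The main fit and the exact permutation tests ignore this pairing, and a fit with the number as a block was an alternative. Only 8 splits of a comparison part all 4 pairs, so no share under 1 of 8 is possible with the pairing. The exact p of 0.0286 therefore holds only without the pairing.

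Alternatives to the fit were DESeq2 size factors, library totals without a composition factor, no filter beyond 1 count, a mean of at least 10 counts, the DESeq2 1.42.0 Wald test, only the 8 libraries of the groups compared, the replicate block, and each library left out in turn. For lists, fry and camera with an estimated correlation were added, and for the separation of groups all tested genes and a prior count of 0.5. Fry tests whether the genes of a list changed at all, while camera compares them with all other genes. A call under fry is therefore no repeat of a camera call. Counts thinned to the smallest library and genes with only whole counts were alternatives chosen after seeing the data. Each result was recomputed for other splits of the libraries, and the overlap between comparisons was set beside 20 simulations of unchanged groups. Library properties, matchings and figures used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.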

Results

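Gene expression was measured by bulk 3′ mRNA sequencing in 12 libraries of porcine oviduct epithelial cells: 4 of freshly scraped cells, 4 of spheroids formed in DMEM/F12 and 4 of spheroids formed in incubation medium. The series accompanies a protocol for making uniform oviduct spheroids in large numbers, and each spheroid group was compared with the fresh cells and with the other. The fresh cell libraries held 6026901, 5809781, 5277430 and 5045218 counts for replicates 1 to 4. The DMEM/F12 libraries held 7782803, 8068213, 7583584 and 8061902, and the incubation medium libraries held 8603809, 7585813, 8294193 and 7821817. The total was higher in every spheroid library than in any fresh cell library (exact permutation p = 0.0286 for each medium, the smallest possible with 4 against 4) and did not separate the media (exact permutation p = 0.4286). Rows above 0 numbered 19090 ± 54.0 (SD, n = 4) in fresh cells, 18830 ± 258 in DMEM/F12 spheroids and 18522 ± 146 in incubation medium spheroids. The 10 most abundant rows held 10.1% ± 0.405, 7.82% ± 0.383 and 8.95% ± 0.487 of the counts of these groups. Any pair of libraries of a group differed by more than counting noise (chi-square per degree of freedom 5.83 to 16.8), and their log2 values correlated across genes at 0.977 to 0.989.

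The first principal component of log2 CPM over the 500 most variable genes held 89.6% of the variance, and the next held 3.5%. The distance between groups exceeded that within groups by 75.0 for DMEM/F12 spheroids against fresh cells, by 75.5 for incubation medium spheroids against fresh cells and by 6.66 for the media against each other. Each difference was the largest of its 35 splits (exact permutation p = 0.0286 for each, n = 4 per group). These splits ignore the pairing of the replicate numbers. Taking all tested genes moved these values most, to 116 for each medium against fresh cells and 21.6 between the media, with the same exact p.

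**Figure D1:**
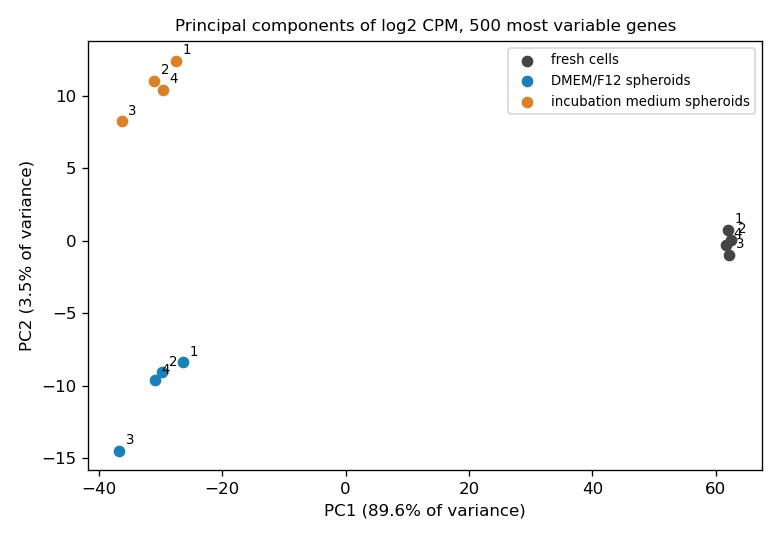
Principal components of log2 CPM (prior count 2) over the 500 most variable genes, with the first (89.6% of the variance) on the x axis and the second (3.5%) on the y axis. Each point is a library, numbered by replicate and coloured by group; the fresh cells lie apart from both spheroid groups along the first axis.

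DMEM/F12 spheroids were compared with fresh cells to ask what changed when spheroids formed in this medium. Of 14070 tested genes, 4935 were called higher and 5016 lower in the spheroids, 70.7% in all (edgeR, adjusted p under 0.05). A change of at least 2-fold was called for 4976 genes, 2118 higher and 2858 lower, and the median absolute log2 fold change of all tested genes was 0.69. The groups did not overlap for 65.4% of the tested genes, against 2.86% by chance. Among the calls, 33.9% had no gene symbol. Testing only genes whose counts were all whole lowered these counts most, to 2105 higher and 2074 lower, which follows from the 5923 genes left. The number of genes changed at least 2-fold rose to 6486 without the filter on low counts.

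Among the fixed genes, OVGP1 (ENSSSCG00025053839), the oviductal glycoprotein, averaged 22240 ± 4600 CPM (SD, n = 4) in fresh cells and 400 ± 251 in DMEM/F12 spheroids. Its log2 fold change was -5.80 (SE 0.6, adjusted p = 8.14e-07). FOXJ1 (ENSSSCG00025047743), a regulator of motile cilia, fell from 453 ± 13.6 to 88.6 ± 33.4 CPM, a log2 fold change of -2.35 (adjusted p = 2.31e-07). The estrogen receptor ESR1 (ENSSSCG00025044932) went from 632 ± 49.9 to 184 ± 25.8 CPM, a log2 fold change of -1.78 (adjusted p = 1.06e-08), and the progesterone receptor PGR (ENSSSCG00025023194) from 68 ± 18.8 to 19.8 ± 7.92 CPM, also -1.78 (adjusted p = 4.33e-05). All 4 spheroid libraries lay below all 4 fresh cell libraries for these 4 genes. The leukocyte gene PTPRC (ENSSSCG00025029706) did so too, at 7.01 ± 1.20 and 2.54 ± 0.825 CPM (log2 fold change -1.46, adjusted p = 0.00151). EPCAM (ENSSSCG00025052178), an epithelial adhesion gene, was 904 ± 112 and 628 ± 125 CPM with overlapping libraries (log2 fold change -0.52, adjusted p = 0.00741). HMGCS1 (ENSSSCG00025074014), of cholesterol synthesis, was higher in all 4 spheroid libraries, at 158.5 ± 26.4 against 60.8 ± 18.4 CPM (log2 fold change 1.38, adjusted p = 6.46e-06). The collagen gene COL1A1 (ENSSSCG00025071146) was not called, at 21.9 ± 10.7 against 31.1 ± 14.3 CPM (log2 fold change -0.50, adjusted p = 0.32, and -0.19 without DMEM/F12 replicate 3). With the replicate block COL1A1 was called (log2 fold change -0.53, adjusted p = 0.0317; range over its alternatives 0.0317 to 0.698). Counts that were not whole occurred in 58.3% of libraries for OVGP1 and 66.7% for ESR1, and their levels are uncertain where reads were shared with similar features. Over the 8 tested genes and 3 comparisons, 17 of 24 tests were called, and 18 when adjusted over the list alone.

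By the naming rule, 2302 higher and 1603 lower genes were eligible. Among the named genes not given as bounds, MMP7 (ENSSSCG00025055114), a matrix metalloproteinase, had the largest rise. It went from 6.97 ± 1.30 to 3835 ± 1120 CPM (log2 fold change 9.10, SE 0.37, adjusted p = 1.48e-10). MMP9 (ENSSSCG00025068399) rose from 0.458 ± 0.229 to 126 ± 52.5 CPM (log2 fold change 8.05, SE 0.7, adjusted p = 1.59e-07), with only fresh cell replicate 1 above the floor among the fresh cells. The other 3 were at or under the floor of 3 counts in every fresh cell library. PLET1 (ENSSSCG00025047472) reached 118 ± 59.4 CPM, at least 213-fold higher (adjusted p = 9.19e-08), and CSF2 (ENSSSCG00025043767) 48.5 ± 23.3 CPM, at least 88.0-fold higher (adjusted p = 1.56e-08). UABP-2 (ENSSSCG00025016816) reached 49.1 ± 47.0 CPM, at least 89.1-fold higher (adjusted p = 8.71e-06), and its mean without DMEM/F12 replicate 1 was 26.2 CPM. HSPA6 (ENSSSCG00025047132), a heat shock gene with counts that were not whole in 66.7% of libraries, fell most among those not given as bounds. It went from 3083 ± 457 to 6.23 ± 1.36 CPM (log2 fold change -8.95, SE 0.2, adjusted p = 9.6e-13). SCRG1 (ENSSSCG00025010209; not whole in 50% of libraries) fell from 380 ± 96.4 to 2.03 ± 1.04 CPM (log2 fold change -7.56, adjusted p = 1.47e-10) and NR4A1 (ENSSSCG00025013744) from 1631 ± 450 to 10.4 ± 4.93 CPM (log2 fold change -7.29, adjusted p = 1.44e-10). FMO1 (ENSSSCG00025009228) and PVALB (ENSSSCG00025020542), at 40.3 ± 12.3 and 47.4 ± 8.77 CPM in fresh cells, were at or under the floor in the spheroids, at least 110-fold (adjusted p = 9.85e-10) and 129-fold lower (adjusted p = 1.76e-11). The naming rule requires that no library overlapped, so each of these 10 genes changed in 4 of 4 spheroid libraries.

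In the same comparison 7 of the 13 marker lists were called with camera. The multiciliated cell list had a median log2 fold change of -2.89, with 15 of 15 tested genes lower (adjusted p = 7.96e-11); TPPP3 (ENSSSCG00025074844) fell from 434 ± 61.1 to 87.2 ± 35.8 CPM. The multiciliogenesis list had a median of -2.38, with 6 of 8 genes lower (adjusted p = 0.0109). The immediate early and heat shock list had a median of -4.11 with 12 of 13 lower (adjusted p = 2.58e-27), led in CPM by FOS (ENSSSCG00025046805) at 12100 ± 2330 in fresh cells and 95.3 ± 19.4 in spheroids. The amino acid and unfolded protein list had a median of -1.36 with 8 of 10 lower (adjusted p = 0.000705); HSPA5 (ENSSSCG00025029618) fell from 3280 ± 896 to 299 ± 12.1 CPM. The proliferation list rose, with a median of 2.94 and 17 of 17 genes higher (adjusted p = 3.72e-13); UBE2C (ENSSSCG00025064755) went from 5.83 ± 0.94 to 87.9 ± 6.62 CPM. The epithelial junction and keratin list rose, with a median of 0.81 and 13 of 15 higher (adjusted p = 0.000252), as did the cholesterol list, with a median of 0.60 and 14 of 17 higher (adjusted p = 0.0247). For the cholesterol list 17 of the 35 splits of the libraries gave as small a camera p, so this call did not stand apart from other splits. With only whole counts the calls of the cholesterol list (0.59, adjusted p = 0.232, range over its alternatives 0.00046 to 0.71) and of the amino acid and unfolded protein list (-0.35, adjusted p = 0.473, range 1.6e-06 to 0.473) were lost. As many as 7 lists were called in 4 of the 35 splits.

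The lists not called in this comparison were secretory (median -1.32, 5 of 7 lower, adjusted p = 0.793), hypoxia (0.37, 10 of 14 higher, adjusted p = 0.274), interferon (0.04, 5 of 9 higher, adjusted p = 0.625), stromal (-0.27, 6 of 11 lower, adjusted p = 0.793), leukocyte (-0.58, 4 of 7 lower, adjusted p = 0.942) and endothelial (0.90, 4 of 5 higher, adjusted p = 0.571). Of these, fry called the secretory list (adjusted p = 0.0212, range over its alternatives 0.0212 to 0.868), the endothelial list (0.000944, range 0.000944 to 0.727) and the hypoxia list (0.0495, range 0.0495 to 0.897). Under the alternatives that left out no single library, medians ranged from 0.0147 to 0.802 (interferon) and from 0.27 to 1.9 (endothelial). They ranged from -0.474 to 0.741 for the stromal list and from -1.23 to 0.216 for the leukocyte list. Single libraries moved these 4 medians too. The stromal median was -0.61 without fresh cell replicate 1 and -0.06 without fresh cell replicate 2. The leukocyte median was -0.97 without DMEM/F12 replicate 2 and -0.35 without DMEM/F12 replicate 4, the endothelial median 1.5 without fresh cell replicate 4 and 0.58 without DMEM/F12 replicate 4, and the interferon median 0.18 without DMEM/F12 replicate 1 and -0.06 without DMEM/F12 replicate 2. Secretory genes went both ways: SLPI (ENSSSCG00025059729) fell from 4200 ± 1180 to 436 ± 203 CPM and MUC1 (ENSSSCG00025034775) rose from 159 ± 15.1 to 545 ± 45.9 CPM. Over the 3 comparisons 17 of 39 list tests were called with camera. Of these, 16 held in the same direction under fry and 2 with an estimated correlation, the immediate early and heat shock list against fresh cells in both media. Setting genes at the floor to their bounds changed 1 median, that of the stromal list in incubation medium against fresh cells.

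**Figure D2:**
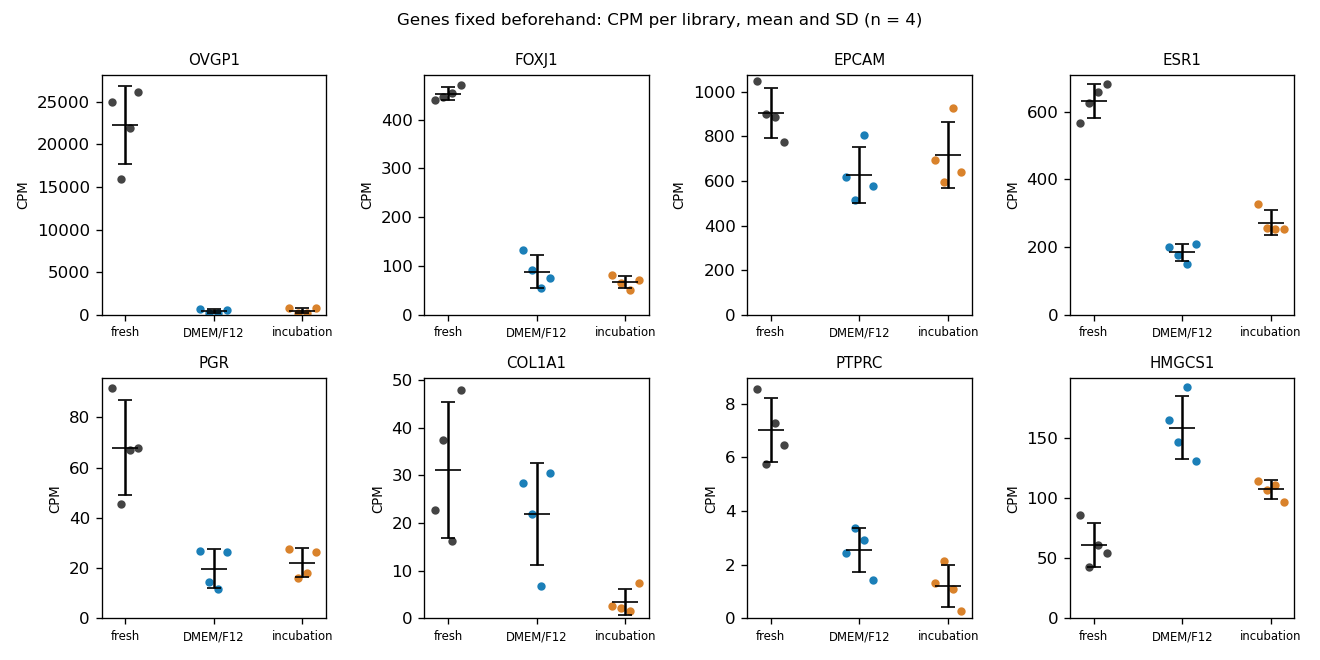
CPM (y axes, starting at 0) of the 8 fixed genes that were tested, by group on the x axes. Points are libraries, and the marks with bars are the mean and SD of 4 libraries; OVGP1 averages 22240 CPM in fresh cells and 400 and 471 in the spheroid groups.

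Incubation medium spheroids were compared with fresh cells with the same question for the other medium. Of the tested genes 5043 were called higher and 5042 lower, 71.7% in all, and 5183 changed at least 2-fold (2152 higher, 3031 lower). The median absolute log2 fold change was 0.72. The groups did not overlap for 64.9% of the tested genes, against 2.86% by chance, and 34.0% of the calls had no symbol.

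OVGP1 averaged 471 ± 320 CPM in these spheroids (log2 fold change -5.56, SE 0.59, adjusted p = 1.07e-06). FOXJ1 was at 67.5 ± 12.9 CPM (-2.75, adjusted p = 6.08e-08), ESR1 at 272 ± 36.1 CPM (-1.22, adjusted p = 3.55e-07), PGR at 22.1 ± 5.82 CPM (-1.62, adjusted p = 9.39e-05) and PTPRC at 1.21 ± 0.767 CPM (-2.52, adjusted p = 3.19e-05). HMGCS1 was higher, at 107 ± 7.69 CPM (0.82, adjusted p = 0.000719). COL1A1 was at 3.44 ± 2.76 CPM (-3.19, adjusted p = 8.27e-05); without incubation medium replicate 4 its mean was 2.08 CPM and its log2 fold change -3.87. For these 7 genes no spheroid library overlapped the fresh cells. EPCAM, at 715 ± 148 CPM, was not called (-0.34, adjusted p = 0.0625, range over its alternatives 0.00738 to 0.2). It was called without fresh cell replicate 4 (-0.40, adjusted p = 0.043), without incubation medium replicate 3 (-0.47, adjusted p = 0.00948), with the replicate block (-0.36, adjusted p = 0.00738), with library totals (-0.35, adjusted p = 0.0385), with a mean of at least 10 counts (-0.37, adjusted p = 0.0446), with only the groups compared (-0.34, adjusted p = 0.0422) and with thinned counts (-0.36, adjusted p = 0.0449).

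The naming rule left 2371 higher and 1548 lower genes. PI3 (ENSSSCG00025058973) was at or under the floor in fresh cells and at 82.2 ± 84.6 CPM in the spheroids, at least 149-fold higher (adjusted p = 0.00103). Its mean without incubation medium replicate 1 was 47.6 CPM, and 66.7% of its libraries held counts that were not whole. MMP7 reached 1085 ± 481 CPM (log2 fold change 7.28, SE 0.35, adjusted p = 6.76e-10) and MMP9 66.8 ± 36.7 CPM (7.13, SE 0.73, adjusted p = 7.24e-07). S100A5 (ENSSSCG00025019432) rose from 0.491 ± 0.403 to 68.3 ± 13.8 CPM (7.03, SE 0.3, adjusted p = 1.89e-10). For both MMP9 and S100A5 only fresh cell replicate 1 was above the floor, so without it no fold change is given and the size of these rises is uncertain. ISG20 (ENSSSCG00025029433), at or under the floor in fresh cells, reached 56.9 ± 32.7 CPM, at least 103-fold higher (adjusted p = 2.41e-07). HSPA6 fell to 4.13 ± 0.89 CPM (-9.54, SE 0.21, adjusted p = 6.61e-13) and NR4A1 to 6.86 ± 1.07 CPM (-7.89, SE 0.31, adjusted p = 9.03e-11). MGP (ENSSSCG00025048192) fell from 1612 ± 293 to 6.84 ± 0.994 CPM (-7.87, SE 0.5, adjusted p = 7.42e-09). FMO1 and PVALB were at or under the floor, at least 106-fold (adjusted p = 1.11e-09) and 124-fold lower (adjusted p = 1.5e-11). Each of these 10 genes changed in 4 of 4 spheroid libraries.

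With camera 6 lists were called against fresh cells in incubation medium. The medians were -2.82 for the multiciliated list (15 of 15 lower, adjusted p = 1.19e-10), -2.37 for multiciliogenesis (6 of 8 lower, adjusted p = 0.0109) and -4.53 for the immediate early and heat shock list (12 of 13 lower, adjusted p = 9.03e-30). They were 3.41 for proliferation (17 of 17 higher, adjusted p = 1.16e-16), 0.74 for epithelial junctions (12 of 15 higher, adjusted p = 0.00175) and 0.94 for hypoxia and glycolysis (11 of 14 higher, adjusted p = 0.0386, range over its alternatives 0.00199 to 0.716; 0.58 and 0.612 with only whole counts). The hypoxia call did not stand apart: 24 of the 35 splits gave as small a p for that list, and 11 of the 35 splits gave as many as 6 called lists. In this list ENO1 (ENSSSCG00025073716) rose from 144 ± 7.28 to 1270 ± 407 CPM. Not called were the stromal list (median -1.89, 8 of 11 lower, adjusted p = 0.212; -1.54 with floor genes at their bounds), the secretory list (-1.89, 5 of 7 lower, adjusted p = 0.571), the leukocyte list (-1.26, 5 of 7 lower, adjusted p = 0.525), the endothelial list (1.24, 4 of 5 higher, adjusted p = 0.61) and the interferon list (0.34, 7 of 9 higher, adjusted p = 0.571). Of these, fry called the stromal list (adjusted p = 0.000171, range over its alternatives 0.000171 to 0.764), the secretory list (0.00222, range 0.00222 to 0.716), the endothelial list (0.00242, range 0.00242 to 0.776) and the leukocyte list (0.0404, range 0.0404 to 0.868). The cholesterol list (0.35, 15 of 17 higher, adjusted p = 0.141) and the amino acid and unfolded protein list (-0.89, 7 of 10 lower, adjusted p = 0.186) were not called either. Both were called under fry (adjusted p = 0.00545 and 0.000909) and each without 1 library, and the first also without the filter on low counts (0.41, adjusted p = 0.0075). The first had a median of 0.43 and an adjusted p of 0.0336 (range over its alternatives 0.00545 to 0.731) without fresh cell replicate 1, and the second a median of -1.01 and an adjusted p of 0.0478 (range 0.000909 to 0.726) without fresh cell replicate 4.

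Both comparisons use the same fresh cell libraries. Genes called in both numbered 8596, and 8481 of them (98.66%) changed in the same direction, 4195 higher and 4286 lower. A further 1355 were called only in DMEM/F12 and 1489 only in incubation medium; whether such genes differed between the media is tested by the comparison of the media. The log2 fold changes of the tested genes correlated across genes at 0.93; genes are not independent replicates. In 20 simulations of unchanged groups that shared the same fresh libraries, this correlation had a median of 0.549 and a maximum of 0.586, and at most 0 genes were called in the same direction in both, against up to 205 at an unadjusted p under 0.05. Another 115 genes were called in opposite directions, 51 higher in DMEM/F12 and lower in incubation medium and 64 the reverse. All 115 were called between the media, which follows largely from the selection, since the comparisons come from the same fit.

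**Figure D3:**
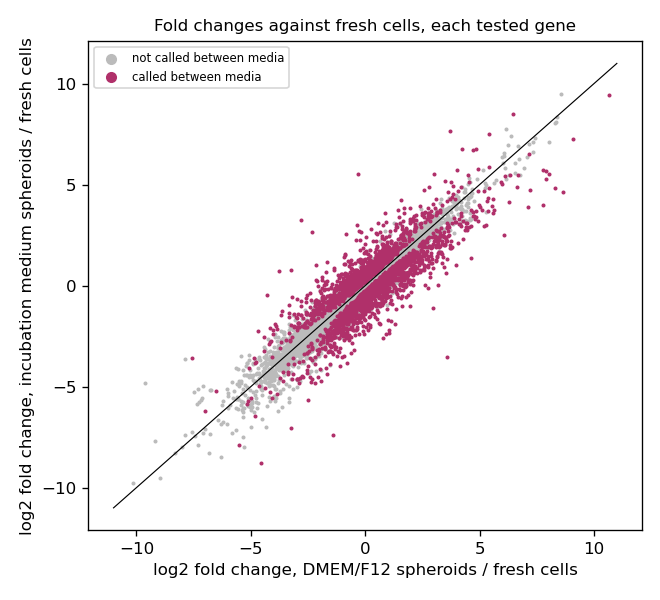
Log2 fold change of each tested gene in DMEM/F12 spheroids against fresh cells (x axis) and in incubation medium spheroids against fresh cells (y axis). Each point is a gene, coloured where it was called between the media, and the line marks equal change; the correlation across genes is 0.93, and unchanged groups that share the fresh libraries give a median of 0.549.

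Incubation medium spheroids were compared with DMEM/F12 spheroids to measure what differed between the media. Of the tested genes 1791 were called higher and 1731 lower in incubation medium, 25% in all, and 766 changed at least 2-fold (290 higher, 476 lower). The median absolute log2 fold change was 0.25. The groups did not overlap for 26.9% of the tested genes, against 2.86% by chance, and 29.0% of the calls had no symbol. With library totals as the only scaling, 33.4% of the calls were higher, in place of 50.9%.

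ESR1 was higher in incubation medium (log2 fold change 0.57, SE 0.11, adjusted p = 0.00252, 4 of 4 libraries apart). HMGCS1 was lower (-0.56, SE 0.17, adjusted p = 0.0246, 4 of 4 libraries apart). This call was lost without DMEM/F12 replicate 1 (-0.54, adjusted p = 0.053), without DMEM/F12 replicate 3 (-0.46, adjusted p = 0.0751), without incubation medium replicate 2 (-0.56, adjusted p = 0.0572) and without incubation medium replicate 4 (-0.52, adjusted p = 0.0614), with a range over its alternatives of 0.00277 to 0.0751. COL1A1 was lower (-2.69, SE 0.53, adjusted p = 0.00199) with overlapping libraries; without incubation medium replicate 4 its mean was 2.08 CPM in place of 3.44, and its log2 fold change -3.39. PTPRC was not called (-1.06, adjusted p = 0.0678, overlapping libraries) but was called with the replicate block (-1.07, adjusted p = 0.0312), with library totals (-1.15, adjusted p = 0.0493), with DESeq2 (-1.07, adjusted p = 0.0446), without DMEM/F12 replicate 4 (-1.25, adjusted p = 0.041) and without incubation medium replicate 2 (-1.46, adjusted p = 0.0268). The adjusted p of PTPRC ranged from 0.0268 to 0.176 over its alternatives. FOXJ1 was not called (-0.39, adjusted p = 0.192, range over its alternatives 0.0369 to 0.641), at -0.56 without DMEM/F12 replicate 3 (adjusted p = 0.0369) and -0.13 without DMEM/F12 replicate 1. OVGP1 (0.23, adjusted p = 0.77), PGR (0.16, adjusted p = 0.731) and EPCAM (0.19, adjusted p = 0.417) were not called. Their log2 fold changes changed most without 1 library, to 0.64 for OVGP1 and 0.34 for PGR without DMEM/F12 replicate 1 and to 0.04 for EPCAM without incubation medium replicate 3. In the other direction, OVGP1 was at -0.10 without incubation medium replicate 4, and without DMEM/F12 replicate 3 PGR was at -0.02 and EPCAM at 0.33.

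By the naming rule 870 higher and 678 lower genes were eligible, and the 10 named genes differed in 4 of 4 libraries. PTGIS (ENSSSCG00025076422) averaged 70.5 ± 39.2 CPM in incubation medium and 7.91 ± 4.18 in DMEM/F12 (log2 fold change 3.14, SE 0.46, adjusted p = 0.000262). DHRS3 (ENSSSCG00025044139) averaged 605 ± 52.2 and 78.2 ± 19.4 CPM (2.95, SE 0.15, adjusted p = 7.4e-08), CA12 (ENSSSCG00025076894) 78.6 ± 16.1 and 10.9 ± 5.47 CPM (2.84, SE 0.29, adjusted p = 1.44e-05) and PSAT1 (ENSSSCG00025038073) 400 ± 43.3 and 85.4 ± 23.4 CPM (2.23, SE 0.17, adjusted p = 1.35e-06). ANGPTL4 (ENSSSCG00025017424) averaged 66.0 ± 53.7 and 11.2 ± 1.90 CPM (2.55, SE 0.41, adjusted p = 0.000512), and 39.2 CPM in incubation medium without replicate 4 (1.81). PLET1 was lower, at 7.31 ± 4.16 CPM (-4.01, SE 0.43, adjusted p = 2.06e-05). DKK3 (ENSSSCG00025030760) averaged 3.13 ± 0.754 and 43.6 ± 6.81 CPM (-3.79, SE 0.22, adjusted p = 1.9e-07), ALDH1A3 (ENSSSCG00025033688) 20.7 ± 6.32 and 250 ± 80.3 CPM (-3.59, SE 0.26, adjusted p = 1.27e-06) and MXRA8 (ENSSSCG00025065050) 4.24 ± 2.86 and 43.8 ± 8.61 CPM (-3.38, SE 0.31, adjusted p = 6.84e-06; -3.94 without incubation medium replicate 4). UABP-2 averaged 4.48 ± 2.77 and 49.1 ± 47.0 CPM (-3.45, SE 0.61, adjusted p = 0.000917), and without DMEM/F12 replicate 1 its mean there was 26.2 CPM and its log2 fold change -2.54.

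With camera 4 lists were called between the media. The amino acid and unfolded protein list was higher in incubation medium (median 0.68, 10 of 10 higher, adjusted p = 4.73e-08), and no other of the 35 splits gave as small a p. The proliferation list was higher (0.37, 16 of 17, adjusted p = 0.00113), with 14 of 35 splits as small. The stromal list was lower (-0.55, 9 of 11, adjusted p = 0.00414), with 4 of 35 splits as small; TAGLN (ENSSSCG00025007163) averaged 380 ± 125 CPM in incubation medium and 1120 ± 73.8 in DMEM/F12. The hypoxia list was higher (0.96, 13 of 14, adjusted p = 0.0109, range over its alternatives 1.24e-05 to 0.71), with 23 of 35 splits as small, and was not called without incubation medium replicate 4 (0.56, adjusted p = 0.106), with only whole counts (1.16, adjusted p = 0.124) or under fry (adjusted p = 0.0874). As many as 4 lists were called in 20 of the 35 splits, so the number of called lists did not separate the media.

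Near the threshold were the immediate early and heat shock list (-0.31, 10 of 13 lower, adjusted p = 0.0518, range over its alternatives 0.0116 to 0.726), the leukocyte list (-0.84, 5 of 7 lower, adjusted p = 0.0867, range 0.00488 to 0.71) and the cholesterol list (-0.32, 12 of 17 lower, adjusted p = 0.0888, range 0.017 to 0.716). The first was called without DMEM/F12 replicate 4 (-0.32, adjusted p = 0.0239) and without incubation medium replicate 2 (-0.35, adjusted p = 0.0263), and also with library totals (-0.40, adjusted p = 0.0351), without the filter on low counts (-0.32, adjusted p = 0.0116), with only the groups compared (-0.31, adjusted p = 0.0146) and under fry (adjusted p = 0.0404). The leukocyte list was called without DMEM/F12 replicate 4 (-1.03, adjusted p = 0.0143) and without incubation medium replicate 2 (-1.45, adjusted p = 0.00488), and also with only whole counts (-0.99, adjusted p = 0.0213). The cholesterol list was called without DMEM/F12 replicate 4 (-0.33, adjusted p = 0.037) and without incubation medium replicate 3 (-0.35, adjusted p = 0.0314), and also without the filter on low counts (-0.33, adjusted p = 0.017).

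The remaining lists were not called between the media. In the multiciliated list (median -0.03, 8 of 15 lower, adjusted p = 0.979) and the multiciliogenesis list (0.09, 5 of 8 higher, adjusted p = 0.971) 0 genes were called, against 1 in each at an unadjusted p under 0.05. The secretory list had a median of 0.08 (4 of 7 higher, adjusted p = 0.484), the epithelial junction list 0.11 (8 of 15 higher, adjusted p = 0.313), the endothelial list 0.02 (3 of 5 higher, adjusted p = 0.793) and the interferon list 0.02 (5 of 9 higher, adjusted p = 0.793). Genes called numbered 2 in the secretory, 9 in the junction, 1 in the endothelial and 1 in the interferon list. The called junction genes went both ways, among them CLDN4 (-1.43) and CDH1 (-1) lower and KRT18 (0.76) and RAB25 (0.68) higher. The small median of the junction list therefore does not mean that its genes stayed the same. Single libraries moved the small medians of these lists. Without DMEM/F12 replicate 1 the multiciliated median was 0.20 and the secretory median 0.19, and without incubation medium replicate 1 they were -0.25 and -0.19. The multiciliogenesis median was 0.21 without DMEM/F12 replicate 2 and 0.02 without DMEM/F12 replicate 4, and the junction median 0.00365 without incubation medium replicate 4. The endothelial median was 0.24 without incubation medium replicate 3 and -0.04 without DMEM/F12 replicate 3, and the interferon median -0.06 without incubation medium replicate 2 and 0.10 without DMEM/F12 replicate 2.

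**Figure D4:**
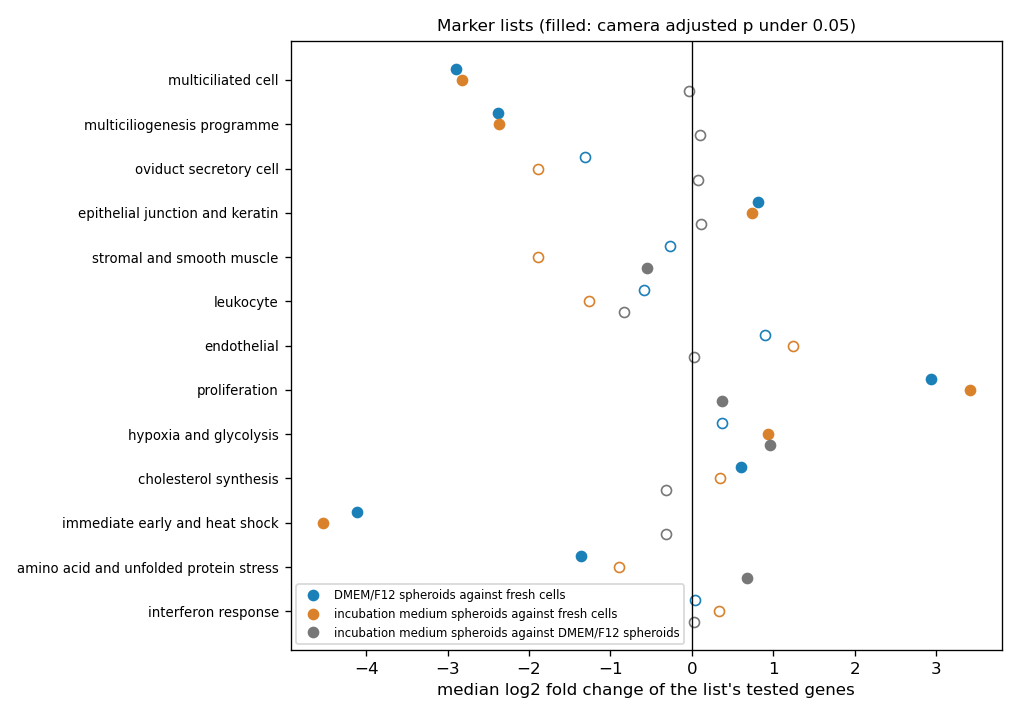
Median log2 fold change of the tested genes (x axis) of each of the 13 marker lists (y axis) in the 3 comparisons. Each point is a list in a comparison, filled where its camera adjusted p was under 0.05; proliferation lies at 2.94 and 3.41 against fresh cells and the immediate early and heat shock list at -4.11 and -4.53.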

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

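The tests on single libraries, on the proportion of spike-in counts and on counts that were not whole among genes called in all 3 comparisons were chosen only after the results were seen.

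Each fixed or named gene and each list was examined in each group of 4 libraries for 1 library far from the other 3 (Dixon's ratio), and 8 of 141 such groups had one, against 7 expected by chance. On the log2 CPM scale, ESR1 was at 8.35 in incubation medium replicate 1 (others 7.982 to 8.003), MMP9 at 5.63 in DMEM/F12 replicate 4 (others 7.09 to 7.36) and DKK3 at 1.19 in incubation medium replicate 2 (others 1.90 to 1.95). CA12 was at 4.30 in fresh cell replicate 1 (others 3.33 to 3.43). UABP-2 was at -1.84 in fresh cell replicate 2 (others -1.14 to -1.07) and PVALB at -0.88 in DMEM/F12 replicate 3 (others -0.67 to -0.63), and both were at or under the floor there. The mean of the multiciliogenesis list was 4.18 in fresh cell replicate 1 (others 3.76 to 3.81), and that of the epithelial junction list 8.52 in DMEM/F12 replicate 3 (others 8.31 to 8.33). This number is no more than chance gives (one-sided exact binomial p = 0.409). The cases fell in 6 libraries, with at most 2 in 1 library, which argues against 1 poor library. Chance among many results is therefore a candidate explanation for all 8. No biological explanation was tested for them.

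The effects of the media differed in direction for 115 genes, which were called in opposite directions against fresh cells and all called between the media. In this fit the change between the media is the difference of the changes against fresh cells. The calls between the media therefore follow largely from the selection and add little separate support. Of the genes named in the report, CLDN4 (ENSSSCG00025076576), the most abundant gene of the epithelial junction list, was higher in DMEM/F12 spheroids (log2 fold change 0.72, adjusted p = 0.000274) and lower in incubation medium spheroids (-0.71, adjusted p = 0.000285), a difference of -1.43 between the media (adjusted p = 1.04e-05). MXRA8 went the same way (0.77, adjusted p = 0.0169, and -2.61, adjusted p = 4.46e-06; difference -3.38, adjusted p = 6.84e-06). PSAT1 (-1.36, adjusted p = 3.53e-06, and 0.86, adjusted p = 0.000207; difference 2.23, adjusted p = 1.35e-06) and PTGIS (-2.14, adjusted p = 0.000988, and 1.00, adjusted p = 0.0416; difference 3.14, adjusted p = 0.000262) went the other way. MXRA8, PSAT1 and PTGIS separated 4 of 4 from 4 of 4 libraries between the media. With library totals 78.3% of the 115 genes (90) kept their opposite calls, which argues against the composition factors as the whole cause. Reads shared between features remain a candidate explanation for part of the 115 genes: 72.2% of them (83) had a count that was not whole, against 57.8% of all tested genes (Fisher's exact p = 0.00167) and 60.7% of the others among the 2012 genes called in all 3 comparisons (Fisher's exact p = 0.0137). Of the genes named here, MXRA8 had only whole counts, while PTGIS and PSAT1 had counts that were not whole in 25% and 8.3% of libraries. A difference in how the cells respond to the media stays open and was not tested apart from these values.

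The 92 synthetic spike-in sequences lay outside the comparisons and together held 332 counts, 20 to 35 per library, above the limit of 3 that a count of 0 allows. They fell on 21 sequences, and 7 of these held 90.7% of the counts. Their CPM averaged 4.32 ± 1.30 (SD, n = 4) in fresh cells, 3.28 ± 0.561 in DMEM/F12 spheroids and 4.18 ± 0.128 in incubation medium spheroids; the largest value of a library, in fresh cell replicate 4, was 6.14 (Wilson 95% interval 4.33 to 8.72). A test that ignored the replicate numbers did not separate the groups. Its exact permutation p was 0.1714 and 0.8857 against fresh cells and 0.0571 between the media, and the smallest possible is 0.0286. Within each replicate number the DMEM/F12 library had the lowest value, at 2.955, 3.223, 4.088 and 2.853 for replicates 1 to 4. The incubation medium libraries were at 4.068, 4.35, 4.099 and 4.219 and the fresh cells at 3.318, 3.442, 4.358 and 6.144. A lower level in DMEM/F12 is therefore not excluded. A trace in proportion to the reads of each library is a candidate explanation, since the counts did not depart from such a trace (chi-square p = 0.259 over the 12 libraries). Added spike-ins would give far more counts only if added in a usual amount, which no label states, so the source of these reads was not tested further. No biological explanation was tested.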

How the results depend on the processing

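Every count of called genes in the 3 comparisons, and the count of genes called in the same direction in both media, stayed within 1.5 times its value under all alternatives except the restriction to genes with only whole counts. Leaving that one aside, the other alternatives called from 9263 (thinned) to 11061 genes (no filter on low counts) for DMEM/F12 spheroids and from 9389 to 11318 under the same settings for incubation medium spheroids, both against fresh cells. Between the media they called from 3096 (thinned) to 4613 (replicate block). Genes changed at least 2-fold reached at most 6486, 6714 and 867. Without 1 library, the higher and lower genes ranged from 4777 to 4947 and from 4834 to 5001 in DMEM/F12, from 4901 to 5043 and from 4904 to 5172 in incubation medium and from 1447 to 1698 and from 1348 to 1652 between the media, and the shared genes from 8173 to 8641.

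With only whole counts, which was chosen after seeing the data, the counts fell to 2105 higher, 2074 lower and 2372 at least 2-fold in DMEM/F12 against fresh cells, to 2117, 2125 and 2457 in incubation medium against fresh cells and to 664, 680 and 406 between the media. The shared genes fell to 3607 and the called tests of fixed genes to 2. This follows from the construction, since 5923 genes were tested; of these 70.6, 71.6 and 22.7% were called, against 70.7, 71.7 and 25%.

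The same genes were mostly called. Of the original calls, 99.8, 99.8 and 99.1% were kept in the 3 comparisons with DESeq2 size factors. With the DESeq2 Wald test 96.2, 96.7 and 95.6% were kept. That test gave an adjusted p for 18312, 18766 and 15135 genes in the 3 comparisons, leaving 12149 undefined in the first. Without the filter on low counts 94.4, 95.6 and 86.2% were kept. With a mean of at least 10 counts the shares were 93.9, 93.8 and 98%, and with only the groups compared 96.2, 94.9 and 90.8%. With library totals 95.9, 99 and 84.3% were kept. That scaling shifted the median log2 fold change of all genes between the media from -0.003 to -0.097 and the share of their calls that were higher from 50.9 to 33.4%, but against fresh cells only from 49.6 to 53.6% and from 50 to 49.1%.

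With the replicate block 10471, 10590 and 4613 genes were called, 1.05, 1.05 and 1.31 times as many, and 99.7, 99.8 and 99.9% of the original calls were kept. The block added calls for COL1A1 in DMEM/F12 against fresh cells (log2 fold change -0.53, adjusted p = 0.0317), EPCAM in incubation medium against fresh cells (-0.36, adjusted p = 0.00738) and PTPRC between the media (-1.07, adjusted p = 0.0312). It changed no other call of a fixed or named gene or of a list.

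The called tests of fixed genes numbered 17 to 20 of 24 under the other alternatives and 16 to 18 without 1 library. All named genes kept their direction and their call under every alternative that tested them and without any 1 library. Over genes and lists, 14 values for genes became called and 4 lost their call, and 24 values for lists became called and 21 lost their call.

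The called list tests, 17 of 39, rose to 26 with fry and fell to 2 with an estimated correlation. They numbered 16 to 20 without 1 library and 12 to 20 under the other alternatives. The fall to 2 follows from the correlation setting, the only change between these camera runs, and fry answers a different question from camera. The cause of the other changes was not tested. Reversed medians were all in lists that were not called. With only whole counts, which changes the genes of each list, they were 0.741 for the stromal and 0.216 for the leukocyte list in DMEM/F12 against fresh cells, 0.0675 for the amino acid and unfolded protein list in incubation medium against fresh cells, and 0.0568 for the multiciliated, -0.289 for the endothelial and -0.123 for the interferon list between the media. Between the media, library totals gave -0.017 for the secretory, -0.0755 for the endothelial and -0.0702 for the interferon list, which goes with the shift of all genes. A mean of at least 10 counts gave -0.141 for the endothelial list, and thinning gave -0.0662 for it and -0.0107 for the interferon list; the cause was not tested.

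Over the fits that each left out 1 library, which have fewer samples, the interferon median in DMEM/F12 against fresh cells ranged from -0.0646 to 0.181. Between the media the log2 fold change of OVGP1 ranged from -0.0962 to 0.644 and that of PGR from -0.0236 to 0.338. There the medians ranged from -0.252 to 0.204 for the multiciliated, from -0.189 to 0.188 for the secretory, from -0.0387 to 0.24 for the endothelial and from -0.0569 to 0.0965 for the interferon list. The separation of the groups kept its exact p of 0.0286 under all its alternatives, from 74.1 to 116 against fresh cells and from 6.28 to 21.6 between the media.

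The depth limits genes near the floor of 3 counts: PLET1, UABP-2, CSF2, PI3, ISG20, FMO1 and PVALB are given only as bounds against fresh cells. Thinning all libraries to 5044997 counts, chosen after seeing the data, kept 91.4, 91.2 and 83.1% of the calls. Leaving out mitochondrial genes and the alternatives to the mitochondrial share were not run, because no row carried such a symbol.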

Other observations

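The tests of depth and of composition factors on the counts of genes, of the matching of replicate numbers, of depth shared by number, of the number term for OVGP1, of the shift to secretory cells and of genes changed in incubation medium (the reverse test) were chosen only after the results they measure were seen, while the tests of the 5 hypothesis lists, of a partial return, of animals behind the numbers and of other splits by list were chosen after the comparisons were seen but before their own results.

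Other splits of the libraries were compared with the real groups. For the number of called genes, and for those changed at least 2-fold, 1 of the 35 splits of the 8 libraries gave as many in each of the 3 comparisons, the real split itself. Among the 8 splits that part all 4 pairs of same-numbered libraries, the real split was again the only one with as many, and the others gave 0 calls, with up to 1702, 1758 and 1037 genes at an unadjusted p under 0.05. Other splits of spheroid and fresh libraries called 0 genes, against up to 1786 (DMEM/F12) and 2542 (incubation medium) at an unadjusted p under 0.05, where the real splits had 10226 and 10392. Between the media, other splits called at most 3 genes, with up to 2023 at an unadjusted p under 0.05 where the real split had 5175. For genes called in the same direction in both media, 1 of 100 regroupings of the 12 libraries gave as many, the real one. The numbers of called lists did not stand apart: 4 of 35 splits gave as many in DMEM/F12 against fresh cells, 11 in incubation medium against fresh cells and 20 between the media (2, 4 and 4 of the 8 that part all pairs).

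By list, 1 of 35 splits gave as small a camera p for the multiciliated, multiciliogenesis, proliferation and immediate early and heat shock lists in both media against fresh cells, for the junction list in DMEM/F12 and for the amino acid and unfolded protein list between the media. For the junction list in incubation medium and the amino acid and unfolded protein list in DMEM/F12 it was 2 of 35, for the cholesterol list in DMEM/F12 17 and for the hypoxia list in incubation medium 24. Between the media it was 4 for the stromal, 14 for the proliferation and 23 for the hypoxia list. Camera compares a list with all other genes, and among all 35 splits these 7 calls did not stand apart. But splits that exchange a single library between the groups keep part of the real contrast. A list can stay called in them without chance as the cause. The 35 splits therefore neither establish nor exclude chance for these 7 calls or for the numbers of called lists. Chance does not account for the changes of the genes themselves, since other splits called 0 genes against fresh cells and at most 3 between the media. In the real split 13 of 15 junction genes (12 higher) were called in incubation medium, and in DMEM/F12 10 of 10 amino acid and unfolded protein genes (8 lower) and 12 of 17 cholesterol genes (11 higher). But most genes were called against fresh cells, so these counts do not set the lists apart. Between the media 5 of 11 stromal genes were called lower, and 6 of 17 proliferation and 8 of 14 hypoxia genes higher; in incubation medium against fresh cells 9 of 14 hypoxia genes were called (8 higher). Among the 8 splits that part all pairs, only the real one gave as small a p for 3 of them: the junction list in incubation medium, the amino acid and unfolded protein list in DMEM/F12 and the stromal list between the media. For the others it was 4 of 8 (cholesterol), 6 (hypoxia in incubation medium), 4 (proliferation) and 7 (hypoxia between the media). No share under 1 of 8 is possible there, so these splits do not exclude chance for the 3 lists either.

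Spheroid libraries were deeper than fresh cell libraries. After thinning to equal totals, 91.4% of the calls in DMEM/F12 and 91.2% in incubation medium were kept, which argues against depth as the whole cause of either count. With library totals 95.9% of the calls in DMEM/F12, 99% in incubation medium and 84.3% between the media were kept, which argues against the composition factors. The shared fresh libraries alone gave at most 0 genes called in the same direction in both media in simulated unchanged groups, against 205 at an unadjusted p under 0.05, while 8481 were found. A biological response to forming spheroids stays a hypothesis, since handling, time in culture and growth as spheroids coincide with the groups and cannot be separated in this design.

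Libraries with the same number deviated together. The real matching of numbers had a higher mean correlation (0.32) than any other of the 576 (at most 0.233; 1 of 576 as high), which argues against chance. After thinning to equal totals the mean was 0.295, which argues against depth, as total counts, shared by number. Different animals behind the numbers may explain it: 0 genes were off in 1 number and on in the others in all 3 groups, so this test gave no marker of an animal, and animals, days and batches cannot be told apart. OVGP1 followed the numbers in both media, at 696, 196, 186 and 522 CPM in DMEM/F12 replicates 1 to 4 and 734, 191, 196 and 762 CPM in incubation medium. In a fit of the 8 spheroid libraries, the number term had an adjusted p of 1.89e-06 for OVGP1 (edgeR, higher in replicates 1 and 4 in both media), which argues against chance spread between libraries. The number term was called for 1615 of 13133 genes (12.3%).

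Incubation medium spheroids might lie nearer to fresh cells by a partial return toward the fresh cell state. To test this, genes called in DMEM/F12 against fresh cells were found in a pair of replicate numbers and their change between media was measured in the other pair. Between 52 and 56.2% moved toward fresh cells over 6 such fits, and the share was over 50% for higher and for lower genes in each, which is what had been predicted for a return. The reverse test was added once this was known, and the reading of the first test was changed because of it. Genes found the same way in incubation medium lay nearer to fresh cells in DMEM/F12 in 57.3 to 61.6% of cases. Selecting genes for a change in 1 medium therefore gives such a share in either direction, so the first test does not single out a return. The reverse share is consistent with changes specific to either medium. A return in some genes is not excluded by it, and the 2 cannot be told apart by these fits.

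The immediate early and heat shock list fell in both media. A heat shock factor response in the fresh cells is a candidate explanation for the heat shock genes of this list. For its immediate early genes, FOS among them, it was not tested. The test used heat shock factor targets that were not on the list. All 9 tested of 11 listed fell, with a median log2 fold change of -1.74 in DMEM/F12 (camera adjusted p = 7.32e-09, fry 5.68e-08) and -1.72 in incubation medium (camera adjusted p = 1.8e-08, fry 5.68e-08); 1 of 35 splits gave as small a p in each. HSPA8 (ENSSSCG00025017275), the most abundant of them, changed by -1.74 and -1.72. Whether such a response was present in the oviduct or arose while cells were scraped was not tested, since no library comes from untouched tissue.

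Genes that differed between the media raised 4 hypotheses, and the labels state no composition for either medium. The library names carry FBS, an abbreviation in use for fetal bovine serum, for the DMEM/F12 spheroids and Diff for the others, and no label explains them. A difference in retinoid response was prompted by DHRS3, which was left out of the list. The other genes had a median of 0.66, 7 of 7 tested genes (of 16 listed) higher in incubation medium (camera adjusted p = 0.000111, fry 1.78e-06), and 1 of 35 splits gave as small a p. The 3 called genes, named after their values were seen, were DHRS9 (2.67, adjusted p = 1.05e-06), RARB (1.16, adjusted p = 0.000408) and CYP26B1 (adjusted p = 0.000114), which was at or under the floor in all 4 DMEM/F12 libraries and at 4.18 to 27.3 CPM in incubation medium; RARA, at 0.03, was within the shift that library totals give to all genes. A difference in serum and actin response had a median of -0.59, 10 of 13 tested genes (of 15 listed) lower in incubation medium (camera adjusted p = 0.000111, fry 4.9e-05), and 1 of 35 splits gave as small a p. This is the direction that serum in DMEM/F12 alone would give, but whether either medium held serum is not stated. Both hypotheses are consistent with these values, and each may reflect the media or cells that responded differently. The fatty acid and PPAR list (median 0.073, 5 of 9 tested of 17 listed higher, camera adjusted p = 0.0877, fry 0.00158) and the glucocorticoid list (-0.20, 5 of 8 tested of 13 listed lower, camera adjusted p = 0.0739, fry 0.00574) had members going both ways and left these hypotheses undecided.

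The multiciliated list fell in both media. A shift from multiciliated to secretory cells with no other change would raise secretory genes, but 5 of the 7 called genes of the secretory list were lower in DMEM/F12 spheroids, OVGP1 among them, which argues against it. Loss of multiciliated cells and loss of cilia genes within cells were not separated by these data.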
